A study of Schmidtea mediterranea with 32 samples.

How the data were processed

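The series holds 32 poly(A)-selected RNA libraries of whole animals of the planarian flatworm Schmidtea mediterranea, all of the sexually reproducing biotype. RNAi against nhr-1 and control RNAi (labelled UNC) were sampled after 4, 6, 8 and 11 feedings. Each group holds 4 libraries except the control at 6 feedings, which holds 3. A further control library is labelled 7 feedings. It was kept apart and entered no comparison, although the series text speaks of 4 replicates per time point, and counting it at 6 feedings was tried as an alternative. Groups and replicate names were taken from the library titles, because the descriptions give the name s3 to more than 1 of the controls at 11 feedings. There the controls titled s1 and s2 are described as s2 and s3, so any pairing at 11 feedings holds for the titles only. The titles name the knock-down by a code, and that this code means nhr-1 was taken from the descriptions. Each group has 1 library named 1, and the other names begin with s. The labels do not say what the s stands for.

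The deposited file is a single table of whole-number read counts, and these counts were used as the authors deposited them. The aligner, the counting program, their versions and the treatment of strand are not given in the sources used here. Per the file headers, the table gives for each reference sequence an identifier, a length and the counts of the 32 libraries. It lists 177783 named sequences, of which 93783 carry the prefix SmedSXL, 83469 the prefix SmedASXL and 531 have accession-style identifiers. The prefixes are read here as contigs of a sexual and an asexual transcript assembly, which is an inference from the names. One further row names no sequence. It held 0 counts, or 0% of the total, and was left out. All columns of the table were matched to a library by title, and 0 columns were left unused.

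Reads were counted on more than 1 sequence. Of the 1000 most abundant SmedSXL contigs, 831 (83.1%) had a SmedASXL contig whose total count lay within 5% and whose log2 counts over the libraries correlated at r over 0.99. A looser rule, with r over 0.95, was used where contigs with and without such a match are compared. The column totals therefore exceed the number of reads, and the number of changed sequences exceeds the number of changed genes. Counts on SmedSXL contigs alone are the closest measure of depth in the table. They ranged from 4.91 to 9.13 M (M, mega) per library with a median of 6.86 M, and the full column totals ranged from 11.2 to 19.7 M with a median of 14.5 M. The table pairs no identifier with a gene name and no genome, annotation or sequence was used here. The RNAi target itself was therefore not analysed here, and the labels could not be checked against its level. GC content was not examined for the same reason.

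The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the raw counts, with TMM normalization and the filterByExpr filter at its default minimum count of 10 and minimum total count of 15. The filter kept 45762 sequences, which held 99.206% of all counts. The fit had 1 mean per group over 31 libraries and no covariate, so that the 8 groups shared 1 estimate of the spread. The prior degrees of freedom were 4.65. Contrasts set nhr-1 RNAi against control RNAi at each number of feedings. An F test asked whether the RNAi effect differed between feedings, and another whether the control libraries changed over feedings. P-values were adjusted by Benjamini-Hochberg over all tested sequences, and an adjusted p under 0.05 was a call. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic. The same script was tested on counts simulated from the means, library sizes and dispersion trend of these libraries, with 200 of 43900 tested sequences changed 2-, 4- or 8-fold at each number of feedings. It recovered 50% of the changed sequences in the simulated comparison at 4 feedings, 50% at 6, 54.5% at 8 and 50.5% at 11. Among those changed at least 4-fold it recovered 78.7%, 77.4%, 81% and 78.6%. Wrong calls were 2.91%, 2.91%, 1.8% and 0.98% of the calls. The simulation held no gene-wise spread about the trend and no difference between libraries named 1 and named with s. These rates therefore need not hold for the real libraries.

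Because identifiers carry no gene names, the rule for naming sequences allowed 4 of them. These were the 2 with the most negative and the 2 with the most positive mean log2 fold change over the 4 time points. They had to be called in the same direction at as many time points as left at least 2 candidates, to have a mean of at least 1 CPM over the 31 libraries and to show no overlap between the groups at the called time points. The limit that a count of 0 allows was taken as 3 counts over the libraries of a group. Ratios with 1 to 3 counts in the knock-down divide the counts of each group, summed over its libraries, by the sum of their TMM-scaled library sizes. Their counting intervals are exact 95% intervals for 2 Poisson counts and cover counting error only. The overlap of calls between time points was set beside 10000 random lists, drawn within 10 classes of abundance crossed with 10 of the gene-wise spread. Principal components were computed on log2 CPM with a prior count of 2 over the 5000 most variable sequences.

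The alternatives fixed before the data were examined were DESeq2 size factors within edgeR, total counts without further normalization, no filter on low counts, DESeq2 1.42.0, a minimum change of 2-fold, a term for replicate names with s, the replicate name within feedings as a block, the 7-feedings control counted at 6 feedings, fits of only the groups compared, and leaving out each library. Alternatives added after seeing the data were a fit on SmedSXL contigs alone, a fit on libraries named with s alone, limma 3.58.1 (voom with sample weights), a fit without 3 libraries in which 1 contig took over 30% of the SmedSXL counts, a fit without the 3 most abundant sequences, a fit on counts thinned at random to the smallest total count of a library, and removal of each library's trend of abundance over sequence length by an offset, with and without the block.

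Same-named libraries of both groups were compared by the correlation of their deviations from the group means. Of the 14 pairs, 9 correlated above 0.1, and the values ranged from -0.62 to 0.58. At 6 feedings all 3 pairs correlated above 0.1 (0.58, 0.51 and 0.23), and so did the 3 pairs at 11 feedings (0.43, 0.30 and 0.17). At 4 and 8 feedings they did not. The pairing was therefore taken as given at 6 and 11 feedings only. Pairs of different names were not examined, and libraries named 1 also differ as a set from those named with s. The correlations cannot tell a pairing from that difference. No 2 libraries of a group were copies of each other, since the lowest chi-square per degree of freedom over the 45 pairs was 3.30.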

Results

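Poly(A) RNA from whole sexual planarians was sequenced after 4, 6, 8 and 11 feedings under RNAi against nhr-1, whose name marks it as a nuclear hormone receptor, or under control RNAi. The series names 4 replicates at each of 4 time points with matching controls, and the question followed here is which transcripts differed between knock-down and control at each time point. The 31 libraries compared fall into 8 groups of 4, except that the control at 6 feedings has 3. Counts were read on 177783 reference sequences, of which 172370 received at least 1 count. The 32 libraries of the table, which include a control labelled 7 feedings, held 11179167 to 19712337 counts each. The contigs of the sexual assembly held 42.9% to 50.4% of the counts of a library and those of the asexual assembly 40.3% to 47.05%. Many transcripts were counted on contigs of both assemblies, so the numbers below count reference sequences, not genes. No gene names were used, and the level of nhr-1 itself was not analysed here.

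The libraries differed strongly in composition before any comparison between groups. The most abundant contig, SmedSXL_088910, is 1006 bases long and took 13.8% of the sexual-assembly counts in the median library, with a range of 6.77% to 47.5%. The highest shares were 47.5% and 45.6% in replicates s3 and s2 of the control at 11 feedings and 36.9% in replicate s2 of the knock-down at 4 feedings. In all 8 groups the replicate named 1 had the lowest share, between 6.77% and 11.1%, whereas replicates named with s ranged from 7.93% to 47.5%. At 11 feedings the share averaged 14.3% ± 3.57 (SD, n = 4) under nhr-1 RNAi and 29.3% ± 20.3 (SD, n = 4) in the control, which did not differ by a two-sided exact permutation test of the means (p = 0.343, 0.771 after Benjamini-Hochberg adjustment over the 4 time points). Nor did the groups differ at 4 feedings (exact permutation p = 0.771), 6 feedings (exact permutation p = 0.629) or 8 feedings (exact permutation p = 0.514), where the smallest p this design allows is 0.0286. The TMM factors ranged from 0.353 to 1.40. The CPM values below are counts scaled to library sizes that were multiplied by these factors.

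**Figure D1:**
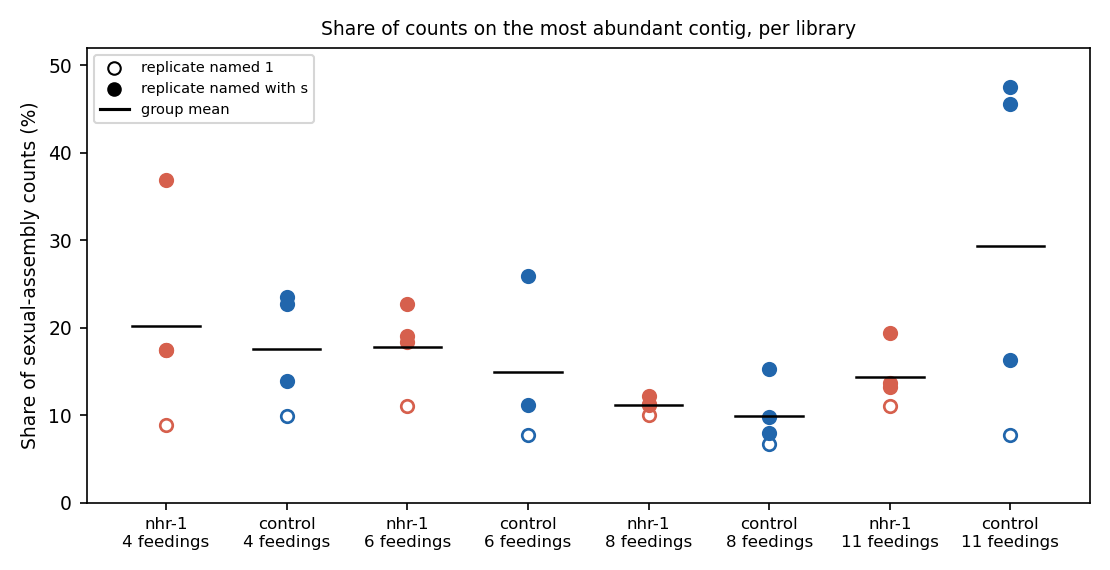
Share of the sexual-assembly counts (%, vertical axis) on the most abundant contig in each library, by RNAi and number of feedings (horizontal axis). Open points are replicates named 1, filled points replicates named with s and lines group means, and the open point is the lowest of its group in all 8 groups.

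The first principal component of the log2 CPM values carried 62.8% of the variance and the second 17.5%. On the first component the knock-down libraries at 6, 8 and 11 feedings lay between -121.3 and -29.7 and all 15 control libraries between 28.8 and 165.5. The knock-down libraries at 4 feedings ranged from -31.8 to 76.5, with replicates s3 at 34 and s2 at 76.5 inside the range of the controls. The group means under nhr-1 RNAi were 22.4 ± 45.2 (SD, n = 4) at 4 feedings, -61.6 ± 33.4 (SD, n = 4) at 6, -99.5 ± 14.6 (SD, n = 4) at 8 and -104 ± 13.2 (SD, n = 4) at 11 feedings. The control means were 66.5 ± 5.40 (SD, n = 4), 54.4 ± 22.5 (SD, n = 3), 42.0 ± 6.64 (SD, n = 4) and 93.5 ± 62.8 (SD, n = 4).

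**Figure D2:**
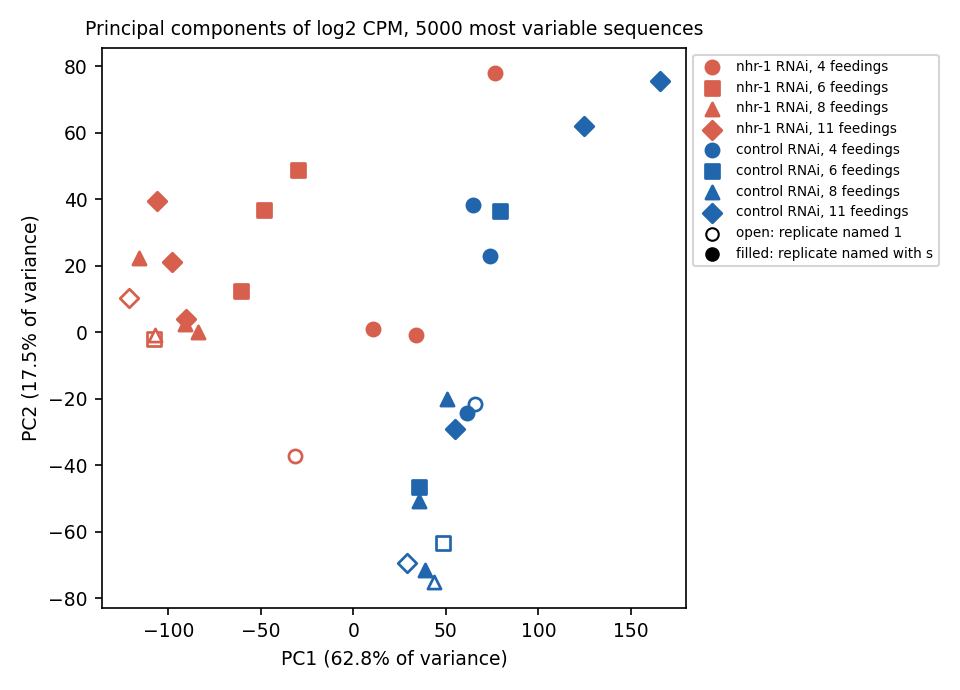
First and second principal components (PC1 and PC2, with the percent of variance each carries) of log2 CPM over the 5000 most variable sequences, 1 point per library, with colour for the RNAi, marker shape for the number of feedings and open markers for replicates named 1. Knock-down libraries at 6, 8 and 11 feedings lie at negative PC1 values, all 15 controls at 28.8 or above, and the knock-down libraries at 4 feedings between -31.8 and 76.5.

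At 4 feedings, 138 of the 45762 tested sequences (0.302%) differed between knock-down and control by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.05. Of these, 137 were lower and 1 was higher after nhr-1 RNAi. All 137 were at least 2-fold lower, and their median log2 fold change was -4.04. A refit on the contigs of the sexual assembly alone gave 89 changed contigs, all lower. The alternative that moved this count most was a fit of only the 8 libraries at 4 feedings, which called 2 sequences. The count was also 16 without knock-down replicate 1, 24 without knock-down replicate s1, 38 without knock-down replicate s3 and 42 without control replicate s1. Before adjustment, 1763 sequences had p under 0.05.

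At 6 feedings, 4635 sequences (10.1% of those tested) differed by the same edgeR test, 4365 lower and 270 higher. The lower sequences had a median log2 fold change of -2.10, and 4136 of them were at least 2-fold lower. The higher sequences had a median of 0.98. Their number depended on the processing, with 48 for total counts alone, 67 with no filter, 82 without the 3 most abundant sequences, 718 with DESeq2 and 5447 with limma voom. It was also 91 without control replicate 1, 140 without knock-down replicate s1, 145 without control replicate s2 and 162 without knock-down replicate s3. The refit on the sexual assembly called 3255 contigs, 3156 lower and 99 higher. The libraries were taken as paired by replicate name at this time point, and the fit with the replicate block called 4060 sequences, 3902 lower and 158 higher. Leaving out 1 library at a time gave 3501 to 4430 calls.

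At 8 feedings, 5624 sequences (12.3%) differed, 5183 lower and 441 higher. Median log2 fold changes were -2.21 and 0.95 respectively, and 894 sequences were at least 8-fold lower. The number of higher sequences was 114 with total counts alone, 168 with no filter, 208 without the 3 most abundant sequences, 1075 with DESeq2 and 6335 with limma voom. Leaving out 1 library gave 190 (control replicate 1) to 463 higher sequences, with 212 without control replicate s2 and 228, 230 and 237 without knock-down replicates s2, s3 and s1. The refit on the sexual assembly called 3780 contigs, 3594 lower and 186 higher. Leaving out 1 library at a time gave 4439 to 5552 calls. The most abundant contig took at most 15.3% of the sexual-assembly counts in the libraries of this comparison.

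At 11 feedings, 13211 sequences (28.9%) differed, 9964 lower and 3247 higher, and the sexual-assembly refit called 7441 contigs. The count depended on single control libraries. It was 8401 without control replicate s2, 7109 without control replicate s3 and 20726 without control replicate 1, of which 975, 813 and 8608 were higher. Leaving out 1 knock-down library gave 1691 to 2062 higher sequences. With total counts alone 1233 sequences were higher and with no filter 1002, and the alternatives without a library left out ranged from 146 in the fit of only the 2 groups to 6187 with a term for names with s. Without the 3 libraries dominated by 1 contig it was 5868, with 5532 lower and 336 higher. The fit of only the 8 libraries at 11 feedings called 4155 sequences, and the fit with the replicate block, which pairs the libraries at this time point, called 12685 with 7720 lower and 4965 higher. Of the 5183 sequences lower at 8 feedings, 4773 were also lower at 11 feedings.

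**Figure D3:**
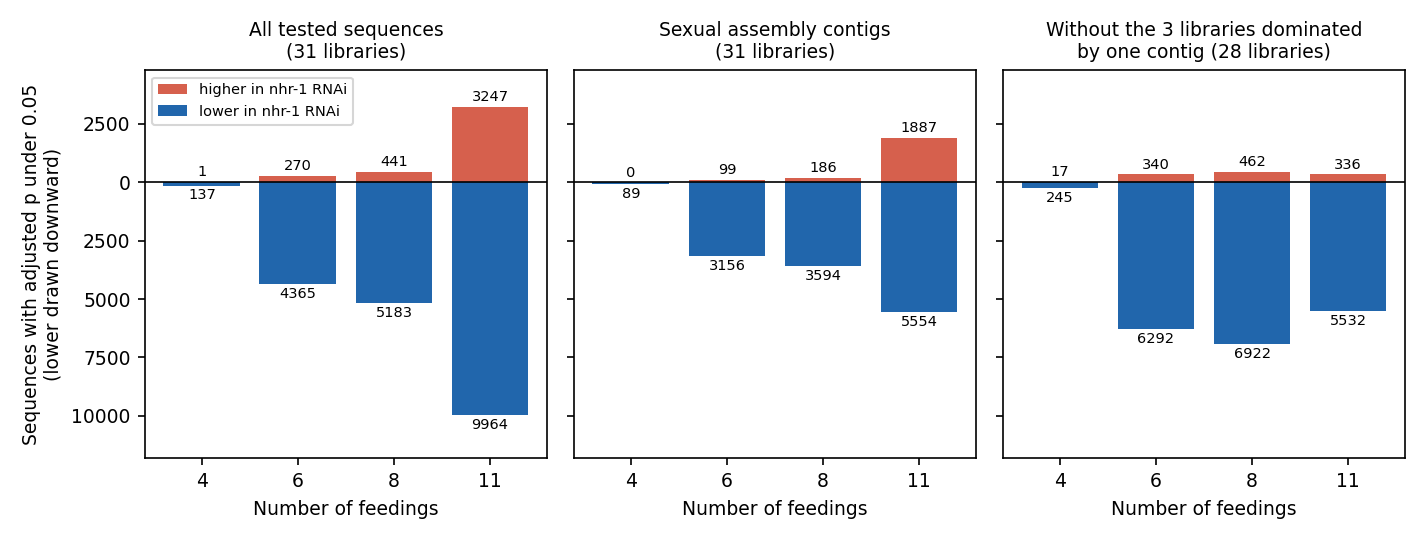
Number of sequences with an adjusted p under 0.05 in edgeR's quasi-likelihood test (vertical axis, higher in nhr-1 RNAi drawn upward and lower drawn downward) by number of feedings, in fits on all tested sequences, on the contigs of the sexual assembly alone and on all sequences without the 3 libraries dominated by 1 contig. Lower sequences outnumber higher ones in every panel, and without the 3 libraries fewer sequences changed at 11 feedings (5868) than at 8 feedings (7384).

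The comparisons at different time points used different libraries on both sides. Of the 137 sequences lower at 4 feedings, 115 were lower at 6 feedings, 137 at 8 feedings and 137 at 11 feedings. In all, 115 sequences were called in the same direction at all 4 time points, every one of them lower, of which 73 were contigs of the sexual assembly. That number is limited by the comparison at 4 feedings and shared its dependence on single libraries, falling to 15 without knock-down replicate 1 at 4 feedings, 23 without knock-down replicate s1, 35 without knock-down replicate s3 and 41 without control replicate s1 at 4 feedings. The 4773 sequences lower at both 8 and 11 feedings were followed back to the earlier time points, whose group means did not enter the choice. Their median log2 fold change was -0.43 at 4 feedings and -2.01 at 6 feedings, against -2.26 at 8 and -2.39 at 11. At 4 feedings 95.8% of them were below 0, compared with 50.4% of all tested sequences, and at 6 feedings 99.5%, compared with 34.7%. Sequences are not independent replicates, so their mean log2 CPM was also compared between libraries. At 4 feedings it was 1.69 to 2.26 in the knock-down and 1.99 to 2.75 in the control libraries, which overlap (two-sided exact permutation p = 0.0857, the same after Benjamini-Hochberg adjustment over 2 time points, n = 4 each). At 6 feedings it was 0.324 to 0.995 (n = 4) and 2.47 to 2.83 (n = 3), which do not overlap (exact permutation p = 0.0286, the smallest this design allows, and 0.0571 after adjustment). That permutation ignores the pairing by name at 6 feedings. Only 8 splits part all 3 pairs, and among them no share can be under 0.125. The 267 sequences higher at both 8 and 11 feedings had medians of 0.145 at 4 feedings and 0.639 at 6 feedings. The median over all tested sequences was -0.00 at 4 feedings, 0.18 at 6, 0.15 at 8 and 0.14 at 11, and these shifts are included in the log2 fold changes given here. With total counts alone the median at 11 feedings was 0.57.

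The RNAi effect differed between time points for 1887 sequences by the F test of edgeR's quasi-likelihood fit. Against 4 feedings, the effect differed for 363 sequences at 6 feedings, 1380 at 8 feedings and 3224 at 11 feedings. The change was toward a more negative effect in 348, 1363 and 3006 of them. Between 6 and 8, 6 and 11, and 8 and 11 feedings, the edgeR test called 0 sequences, and no other tool was run on these pairs of time points. The unadjusted p was under 0.05 for 464, 5836 and 3990 sequences respectively. The count over all time points was 1170 without knock-down replicate s3 at 4 feedings, 1252 without control replicate s1 at 4 feedings and 4343 without control replicate 1 at 11 feedings.

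As background, the control libraries were compared over feedings. The edgeR F test called 0 of 45762 sequences, although 8333 (18.2%) had an unadjusted p under 0.05. DESeq2's likelihood ratio test called 3920 sequences and limma's voom with sample weights called 7957. The edgeR count was 7098 without control replicate 1 at 11 feedings, 3022 without control replicate s1 at 11 feedings, 188 without control replicate s1 at 4 feedings and 10 without control replicate 1 at 8 feedings.

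The comparisons were also made within the library sets marked by the replicate names. Libraries named with s alone gave 7 changed sequences at 4 feedings, 2618 at 6, 4042 at 8 and 16931 at 11. The set named 1 has a single library per group and allows no test at a single time point. A model over all time points was not run on it. It shows whether calls from the other set had the same direction. Sequences called there could be followed only where they also passed the filter over the 31 libraries. These were all 7 lower sequences at 4 feedings, 2525 of 2533 at 6, 3839 of 3861 at 8 and 10840 of 11041 at 11, and of the higher ones all 85 at 6 feedings, 178 of 181 at 8 and 5860 of 5890 at 11. Of the lower sequences that could be followed, the nhr-1 library named 1 was below the control library named 1 for 7 of 7 at 4 feedings, 2522 of 2525 (99.9%) at 6, 3806 of 3839 (99.1%) at 8 and 7165 of 10840 (66.1%) at 11 feedings. Among all tested sequences 53.5%, 38.8%, 36.3% and 37.0% were below. Of the higher sequences that could be followed, 80 of 85 were also higher in the libraries named 1 at 6 feedings, 174 of 178 at 8 and 5279 of 5860 at 11.

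Of the sequences lower at all 4 time points, 70 met the naming rule. The most negative mean effects among these 70 were those of SmedSXL_003312 (1207 bases) and SmedSXL_092320 (945 bases). Both are contigs of the sexual assembly for which no genome position was used. SmedSXL_003312 stood at 1.08 ± 0.786 CPM (SD, n = 4) under nhr-1 RNAi and 11.7 ± 3.67 CPM (SD, n = 4) in the control at 4 feedings. Its log2 fold change was -3.52 (SE 0.514, edgeR adjusted p = 0.00153), and -4.14 without knock-down replicate s3. At 6 feedings it was 0.088 ± 0.070 CPM (SD, n = 4) against 15.6 ± 4.14 CPM (SD, n = 3), and at 8 feedings 0.124 ± 0.171 CPM (SD, n = 4) against 20.2 ± 4.35 CPM (SD, n = 4). The edgeR adjusted p-values were 1.5e-07 and 2.23e-08. At 11 feedings the 4 knock-down libraries together held 1 count, in replicate s2, against 78 to 409 counts in each control. With the counts of each group pooled over its libraries, the ratio of control to knock-down was 1240, with a counting interval of 223 to 49200 (fitted log2 fold change for SmedSXL_003312 -9.83, edgeR adjusted p = 5.34e-09). Without knock-down replicate s2, which held that count, the knock-down libraries held 0 counts. The fitted log2 fold change of -11.43 then has no knock-down counts behind it and gives no size of the fall. SmedSXL_092320 stood at 0.396 ± 0.291 CPM (SD, n = 4) against 5.30 ± 1.40 CPM (SD, n = 4) at 4 feedings, a log2 fold change of -3.84 (SE 0.532, edgeR adjusted p = 0.00125), and -4.51 without knock-down replicate s1. Its knock-down libraries together held 3 counts at 6 feedings, 1 at 8 and 1 at 11, with pooled control-to-knock-down ratios of 105 (35.7 to 513), 449 (80.1 to 17800) and 429 (76.5 to 17000). In the fit of only the groups compared, neither contig was called at 4 feedings (edgeR adjusted p = 0.294 for both, where the alternatives reached down to 9.25e-10 for SmedSXL_003312 and 4.13e-09 for SmedSXL_092320 with DESeq2). In the s libraries alone SmedSXL_003312 was not called at 4 feedings either (edgeR adjusted p = 0.0604).

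Fewer than 2 sequences met the naming rule as higher at all 4 time points, and the largest mean rises among the 58 that met it at 3 of them were those of SmedASXL_004185 (687 bases) and SmedSXL_012259 (914 bases). Their log2 counts correlated over the 31 libraries at r = 0.9998, so they are reported as uncertain, because reads of 1 transcript could have been counted on both. A further reference sequence correlated with SmedASXL_004185 at r = 0.9999. SmedSXL_012259 stood at 147 ± 87.1 CPM (SD, n = 4) under nhr-1 RNAi and 263 ± 169 CPM (SD, n = 4) in the control at 4 feedings, a difference that was not called (edgeR adjusted p = 1). It stood at 841 ± 1061 CPM (SD, n = 4) against 37.5 ± 22.4 CPM (SD, n = 3) at 6 feedings, with a log2 fold change of 4.49 (SE 1.11, edgeR adjusted p = 0.00624). Knock-down replicate s1 carried much of that value, at 2383 CPM against 111.4 to 696.8 CPM in the others, and without it the log2 fold change was 3.12 (edgeR adjusted p = 0.0404). At 8 feedings it was 1431 ± 805 CPM (SD, n = 4) against 143 ± 149 CPM (SD, n = 4), a log2 fold change of 3.32 (SE 0.925, edgeR adjusted p = 0.0134), which was 4.25 without control replicate s3. At 11 feedings it was 2153 ± 1278 CPM (SD, n = 4) against 55.8 ± 45.6 CPM (SD, n = 4), a log2 fold change of 5.27 (SE 1.01, edgeR adjusted p = 0.000266), which was 6.02 without control replicate s1. SmedASXL_004185 changed by 4.44, 3.34 and 5.26 on the log2 scale at those time points. The spread between replicates was large. With the replicate block at 6 feedings the contig of the sexual assembly was no longer called (log2 fold change 2.99, edgeR adjusted p = 0.0835). Without control replicate s2 at 8 feedings it was not called there (log2 fold change 3.05, edgeR adjusted p = 0.0549). SmedASXL_004185 lost the same calls, with edgeR adjusted p-values of 0.09 and 0.054. Over all alternatives the adjusted p of SmedSXL_012259 ranged from 1.26e-05 to 0.0835 at 6 feedings and from 0.000114 to 0.0549 at 8 feedings.

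**Figure D4:**
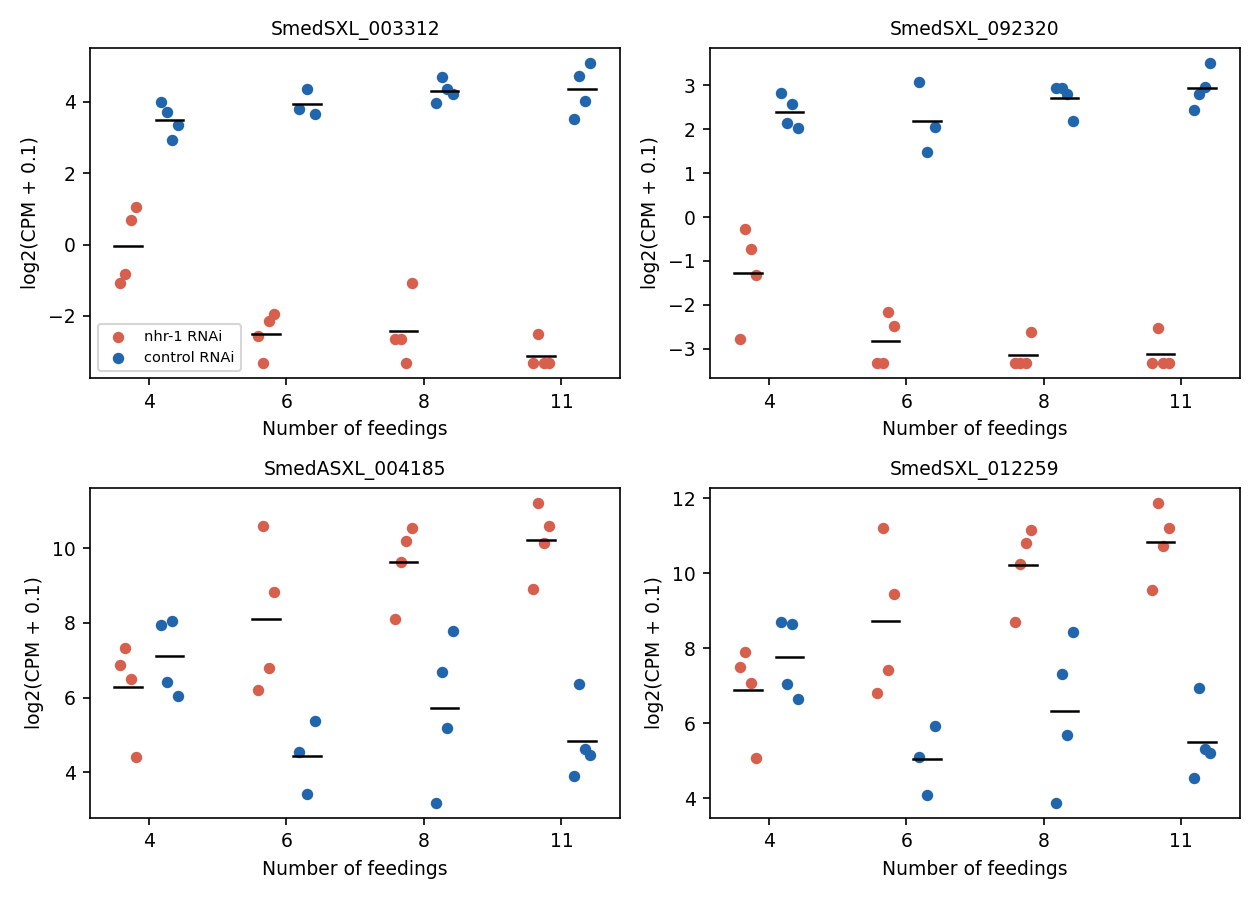
Abundance as log2(CPM + 0.1) (vertical axis) of the 2 falling and the 2 rising sequences chosen by the naming rule, by number of feedings (horizontal axis). Each point is 1 library and black lines are group means on the log2 scale; for the falling contigs knock-down and control libraries do not overlap at any time point, and for the rising ones they overlap at 4 feedings and separate from 6 feedings on.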

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

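The test of unequal depth by thinning the libraries, the test of the library set marked by s and the fits without the 3 libraries dominated by 1 contig and with the length trend removed were chosen only after the results were seen.

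The RNAi effect differed between time points for 1887 sequences. Set against 4 feedings, it differed for 363 sequences at 6 feedings, 1380 at 8 feedings and 3224 at 11 feedings, with a more negative effect later in 348, 1363 and 3006 of them. These differences were tested directly in the edgeR quasi-likelihood fit. Chance is not excluded for the count over all time points, because 2 of the 25 assignments of feedings within each RNAi arm, the real one included, gave as many sequences, and the largest other count was 11590. The 3 counts against 4 feedings had no such test of their own. The count was 1170 without knock-down replicate s3 at 4 feedings, 1252 without control replicate s1 at 4 feedings and 4343 without control replicate 1 at 11 feedings. The libraries dominated by 1 contig were argued against as its cause, since 1755 sequences differed without them. Unequal depth was argued against too, since 1770 sequences differed with all libraries thinned to the same total of 11179167 counts. A growing effect of the RNAi with repeated feeding is the biological explanation that the design names, and it stays open. The tests speak for a difference from 4 feedings only. Between 6 and 8, 6 and 11, and 8 and 11 feedings edgeR called 0 sequences, with 464, 5836 and 3990 at an unadjusted p under 0.05, and no other tool was run on them. The median log2 fold change of the 4773 sequences lower at both 8 and 11 feedings was -0.43 at 4 feedings and -2.01 at 6, against -2.26 at 8 and -2.39 at 11 where they were chosen.

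By Dixon's test at the 95% level, 7 of 63 groups of 4 libraries had 1 library far from the others, where chance gives about 5%. Of these, 4 concern contigs near 0 counts. In the knock-down at 11 feedings, replicate s2 stood at 0.0747 CPM for both SmedSXL_003312 and SmedSXL_092320, which was 1 count each, and the other libraries at 0. In the knock-down at 8 feedings, replicate s3 stood at 0.0629 CPM for SmedSXL_092320, again 1 count, and at 0.377 CPM for SmedSXL_003312, which was 6 counts beside 0 to 1 in the others. The controls at 8 feedings held 252 to 484 counts of SmedSXL_003312, so these values do not bring the knock-down near the control. No explanation of them was tested, and no biological explanation was tested.

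Control replicate s1 at 11 feedings stood at 123.4 CPM for SmedSXL_012259, against 23.2 to 39.9 in the other controls there, and at 82.8 CPM for SmedASXL_004185, against 14.8 to 24.5. The pair counts once, since both follow each other at r = 0.9998. Without that library the log2 fold changes at 11 feedings were 6.02 and 6.09, the highest of those with 1 library left out. Both contigs also spread widely in the controls at 8 feedings, where SmedSXL_012259 ranged from 14.6 to 346.3 CPM. No explanation was tested for the single library.

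Slopes on log2 contig length were fitted to each sexual contig's log2 CPM minus its mean over the 31 libraries. The most abundant contig was left out, and a slope is relative to the average library. The slope was 0.244 in knock-down replicate 1 at 8 feedings and 0.199 to 0.206 in the other replicates there. All 3 of those are named with s, so the difference may belong to the library set that the name marks. In the control at 8 feedings replicate 1 stood at 0.158, below replicate s2 at 0.179. In every other group the library named 1 had the highest slope. The library named 1 also had the lowest share of the most abundant contig in 8 of 8 groups. At 8 feedings every knock-down library had a higher slope than every control, with means of 0.213 ± 0.0211 and 0.101 ± 0.0894 (SD, n = 4 each, two-sided exact permutation p = 0.0286, the smallest this design allows). The adjusted value over the 4 time points was 0.114 (Benjamini-Hochberg), which a single time point could not bring lower. A difference in slope between the groups therefore stays open. With the length trend removed, 6187 sequences changed at 8 feedings. No biological explanation was tested.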

How the results depend on the processing

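The fits on sexual-assembly contigs alone, on libraries named with s alone, by limma voom, without the 3 libraries dominated by 1 contig, without the 3 most abundant sequences, with the length trend removed and with all libraries thinned to the smallest total were chosen only after the results were seen. Of the 222 alternative values of the 7 counts, 171 lay within 1.5 times the reported count and 51 did not. No named sequence reversed its direction in 376 alternative values, and 367 kept their side of the threshold. They were chosen on the same libraries for extreme effects without overlap at the called time points, which left little room for reversals. The cause of the shifts below was not tested, except that fits of fewer libraries or sequences can call fewer by construction.

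At 4 feedings the count of 138 was 248 with no filter, 67 with the 7-feedings control counted at 6 feedings, 2 in the fit of only the 2 groups, 235 with DESeq2, 89 on sexual contigs, 7 on libraries named with s and 262 without the dominated libraries. Leaving out 1 library gave 16 (without knock-down replicate 1) to 169. It was 24 without knock-down replicate s1, 38 without s3 and 42 without control replicate s1. The same choices moved the 115 sequences changed the same way at all time points: 183 with no filter, 63 with the 7-feedings control, 175 with DESeq2, 7 on libraries named with s, 218 without the dominated libraries, and 15 to 151 with 1 library left out. It was 15, 23 and 35 without knock-down replicates 1, s1 and s3 at 4 feedings and 41 without control replicate s1 there.

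At 6 feedings the count of 4635 was 2618 on libraries named with s and 12236 with limma voom, and leaving out 1 library gave 3501 to 4430. At 8 feedings the count of 5624 was 14225 with limma voom, and leaving out 1 library gave 4439 to 5552. With limma voom 55.5% of the calls at either time point were lower. At 11 feedings the count of 13211 was 5458 with total counts only, 4155 in the fit of only the 2 groups, 7441 on sexual contigs and 5868 without the dominated libraries. Leaving out 1 library gave 7109 (control replicate s3) to 20726 (control replicate 1), with 8401 without control replicate s2.

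The 1887 sequences whose effect differed between time points became 748 with total counts only, 2877 with no filter, 3786 with DESeq2, 3233 with limma voom and 1170 to 4343 with 1 library left out. The lowest was without knock-down replicate s3 at 4 feedings, the highest without control replicate 1 at 11 feedings, and without control replicate s1 at 4 feedings it was 1252. The count of 0 for the controls over feedings (edgeR, 8333 at an unadjusted p under 0.05) became 566 with DESeq2 size factors, 2850 with no filter, 11 with a term for names with s, 4 with the 7-feedings control, 3920 with DESeq2, 3228 on libraries named with s, 7957 with limma voom and 12 with the length trend removed. Leaving out 1 library gave 0 to 7098, with 7098 without replicate 1 and 3022 without s1 at 11 feedings, 188 without s1 at 4 feedings and 10 without replicate 1 at 8 feedings.

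With the replicate block the counts were 43 at 4 feedings, 4060 at 6, 5491 at 8 and 12685 at 11, and 37 sequences changed the same way at all time points. A pairing by name was taken as given at 6 and 11 feedings only. There the paired fit took the calls of SmedSXL_012259 and SmedASXL_004185 at 6 feedings (edgeR adjusted p of 0.0835 and 0.09) and of no other named sequence. With the length trend removed in the same fit, the adjusted p was 0.0635 and 0.0745. The block was not run for the controls over feedings, since each block lies within 1 time point.

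Depth limits the falling contigs: with 1 count in 4 libraries the ratio of pooled counts for SmedSXL_003312 at 11 feedings was 1240, with a counting interval of 223 to 49200.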

Other observations

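The tests of the overlap between time points, of the excess at 11 feedings by depth, of the length of the lower sequences and of the library set marked by s, and the fits without the dominated libraries and with the length trend removed, were chosen only after the results were seen.

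Other splits of the libraries were tested for each count. For the comparisons at 4, 6, 8 and 11 feedings, 1 of the 35 splits, the real one, gave as many changed sequences. Chance is argued against at these time points only among all 35 splits. Those splits take libraries named 1 and named with s as exchangeable, although 15130 sequences differed between them. At 4 and 8 feedings too, 8 splits part all same-named pairs, and the share among them cannot be under 0.125. The largest count among the other splits was 68 at 4 feedings, 2791 at 6, 0 at 8 and 10031 at 11. Where a pairing by name was taken as given, 8 splits at 6 feedings and 8 at 11 feedings part all 3 pairs. The largest count among those other than the real split was 2791 and 4920. With 8 such splits the share cannot be under 0.125, so chance is not excluded among the splits that keep the pairing. The splits that part fewer pairs reached 2405 and 10031. For the sequences changed the same way at all time points, 1 of the 25 assignments of RNAi within each time point, the real one, gave as many. That does not test the overlap between time points, since a shared sequence has to be called at 8 feedings, where every other split gave 0. The shared count cannot exceed the calls at 4 feedings, however, and 1 of the 35 splits there, the real one, called as many as the 115 shared sequences, the largest other count being 68. Chance in the grouping at 4 feedings is thus argued against among all 35 splits only, with the same limit. Chance overlap of the called sequences was argued against too: of 10000 random lists of 137 sequences, matched on abundance and on the spread between replicates, none held over 25 that were lower at 6, 8 and 11 feedings, with a median of 12. Within the sexual assembly 73 of 85 sequences were shared, against at most 22 in such lists. Sequences are not independent, and the lists do not carry shared regulation between them. For the controls over feedings, 25 of the 25 gave as many, since the real count was 0.

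More sequences changed at 11 feedings (13211) than at 8 (5624), an order that held in 14 of the 17 alternatives other than those leaving out 1 library. It was reversed without the libraries dominated by 1 contig (5868 against 7384), in the fit of only the 2 groups compared (4155 against 8027) and with limma voom (11257 against 14225), so the excess depends on the processing. Depth was argued against, because the mean total at 11 feedings was 1.02 times that at 8. A length trend between libraries was argued against as the whole cause, because 11654 sequences changed at 11 feedings with the trend removed. The controls at 11 feedings stay open as a candidate explanation: the knock-down at 11 feedings set against the controls at 8 feedings gave 6216 changed sequences, and the knock-down at 8 feedings against the controls at 11 feedings gave 14955. Sequences higher at 11 but not at 8 feedings had a median length of 1901 bases, 1.69 times that of all tested, and those lower at 11 but not at 8 had 590. This is consistent with a loss of reads from long transcripts in those controls, as part of the cause. A change in the animals between 8 and 11 feedings was not tested apart from these. Tested directly by edgeR, the RNAi effect differed between 8 and 11 feedings for 0 sequences, with 3990 at an unadjusted p under 0.05. The larger number of calls therefore does not show that the effect grew.

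The share of the most abundant contig may reflect how the libraries were made. In 8 of 8 groups the library named 1 had the lowest share, with a chance of 2.03e-05 if names carried no information. Over the 23 libraries named with s, the share was set against the slope of abundance on contig length, taken relative to the average library. They correlated at Pearson r = -0.929 (permutation p = 1e-05, the smallest that the permutations can give) and Spearman rho = -0.821 (permutation p = 1e-05, again the smallest). Over 6 relations the Benjamini-Hochberg adjusted values were 1.5e-05 and 2e-05. Without the 2 farthest libraries r was -0.888. The relation was present in the 11 controls (r = -0.969) and in the 12 knock-down libraries (r = -0.953). Rare contigs were argued against as its source, since r was -0.922 over contigs of at least 10 CPM, and sequencing depth was argued against, with r = -0.127 (permutation p = 0.564). Over the same 23 libraries, the share also correlated with the number of sexual contigs detected at a common depth (Pearson r = -0.952, Spearman rho = -0.949). The most abundant contig was counted in that depth, so a high share lowers the number by construction. This second relation cannot decide whether the relation with length is singled out, which stays open. With the groups as terms, 15130 of 45762 sequences differed between libraries named with s and named 1. Of these, 8214 were higher and 6916 lower in libraries named with s. A loss of long transcripts and a difference between library sets thus stay open. No biological explanation was tested.

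Lower sequences at 8 feedings were more common among contigs of the sexual assembly (14.1%) than of the asexual assembly (8.36%). Abundance and length were argued against, since the difference within strata was 5.99 percentage points, with the sexual contigs higher in 24 of 30 strata. Contigs without a matching asexual contig, here 1 with a total count within 5% and r over 0.95, were lower more often in 5 of 5 abundance strata. The gap was widest over 30 CPM, with 30.6% against 7.2%, and narrowest at 3 to 10 CPM, with 27.4% against 19.2%. A candidate explanation is that transcripts specific to sexual animals fell, which was found and tested on the same libraries. Lower sequences at 8 feedings were also shorter, with a median of 856 bases against 1126 for all tested. With the trend of abundance over length removed from each library, the median of the lower sequences was 957 bases, 0.85 of that of all tested, where it had been 0.76. A length trend between libraries may thus account for part of the pattern. It was argued against as the whole cause, because the ratio stayed nearer to 0.76 than to 1.

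The count for the controls over feedings depended on the tool, with 0 sequences by edgeR and 3920 by DESeq2. The libraries dominated by 1 contig may account for part of this, since DESeq2 called 2438 without them.

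The control library labelled 7 feedings entered no comparison. The most abundant contig took 21.5% of its sexual-assembly counts. With TMM factors computed over all 32 libraries, the 4773 sequences lower at 8 and 11 feedings averaged 2.68 log2 CPM in it, against 2.47 to 2.83 in the 3 controls and 0.32 to 0.99 in the 4 knock-down libraries at 6 feedings. Across 23870 sexual contigs, which are not independent replicates, its log2(CPM + 1), with CPM here scaled by the total of the tested sequences alone, correlated with the group means at 0.9467 for the control at 11 feedings, 0.9439 at 4, 0.9038 at 6 and 0.8651 at 8. For the knock-down the values were 0.9182 at 4 feedings, 0.8417 at 6, 0.7645 at 8 and 0.7765 at 11.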
